# Genetic and Global Epigenetic Modification, Which Determines the Phenotype of Transgenic Rice?

**DOI:** 10.3390/ijms21051819

**Published:** 2020-03-06

**Authors:** Xiaoru Fan, Jingguang Chen, Yufeng Wu, CheeHow Teo, Guohua Xu, Xiaorong Fan

**Keywords:** genetic, epigenetic, global methylation, transgenic, phenotype, OsNAR2.1

## Abstract

Transgenic technologies have been applied to a wide range of biological research. However, information on the potential epigenetic effects of transgenic technology is still lacking. Here, we show that the transgenic process can simultaneously induce both genetic and epigenetic changes in rice. We analyzed genetic, epigenetic, and phenotypic changes in plants subjected to tissue culture regeneration, using transgenic lines expressing the same coding sequence from two different promoters in transgenic lines of two rice cultivars: Wuyunjing7 (WYJ7) and Nipponbare (NP). We determined the expression of *OsNAR2.1* in two overexpression lines generated from the two cultivars, and in the RNA interference (RNAi) *OsNAR2.1* line in NP. DNA methylation analyses were performed on wild-type cultivars (WYJ7 and NP), regenerated lines (CK, T0 plants), segregation-derived wild-type from *pOsNAR2.1-OsNAR2.1* (SDWT), *pOsNAR2.1-OsNAR2.1*, *pUbi-OsNAR2.1*, and RNAi lines. Interestingly, we observed global methylation decreased in the T_0_ regenerated line of WYJ7 (CK-WJY7) and *pOsNAR2.1-OsNAR2.1* lines but increased in *pUbi-OsNAR2.1* and RNAi lines of NP. Furthermore, the methylation pattern in SDWT returned to the WYJ7 level after four generations. Phenotypic changes were detected in all the generated lines except for SDWT. Global methylation was found to decrease by 13% in *pOsNAR2.1-OsNAR2.1* with an increase in plant height of 4.69% compared with WYJ7, and increased by 18% in *pUbi*-*OsNAR2.1* with an increase of 17.36% in plant height compared with NP. This suggests an absence of a necessary link between global methylation and the phenotype of transgenic plants with *OsNAR2.1* gene over-expression. However, epigenetic changes can influence phenotype during tissue culture, as seen in the massive methylation in CK-WYJ7, T0 regenerated lines, resulting in decreased plant height compared with the wild-type, in the absence of a transformed gene. We conclude that in the transgenic lines the phenotype is mainly determined by the nature and function of the transgene after four generations of transformation, while the global epigenetic modification is dependent on the genetic background. Our research suggests an innovative insight in explaining the reason behind the occurrence of transgenic plants with random and undesirable phenotypes.

## 1. Introduction

Transgenic technologies allow gene transfer to completely unrelated organisms and their application in agriculture has increased the global transgenic crop cultivation to 181 million hectares [1]. In addition, as the basis of transgenic technology, tissue culture is also used for the clonal propagation and regeneration of many plants [2,3]. Although cultured material is not expected to show many genetic changes compared with the original material, there are clear examples of tissue culture material showing heritable phenotypic differences [4,5,6]. Phenotypic changes in tissue culture-derived material have been found to be caused by epigenetic changes [6,7,8]. For instance, Rhee et al. [7] demonstrated the silencing of epialleles by epigenetic modifications and showed that the pericarp color1 (*p1)* epialleles were capable of functioning in the presence of the correct trans-acting factors in maize. Furthermore, there are many reports on epigenetic changes caused by plant regeneration in rice [9], garlic [10], triticale [11], pineapple [12], torenia, and rye [13,14].

Variation in plant phenotype is determined by both genetic and epigenetic factors [4]. Epigenetics refers to the study of heritable phenotype changes without genetic alteration [15]. DNA methylation is an epigenetic mechanism that involves the transfer of a methyl group to the C5 position of cytosine and contributes to the epigenetic regulation of nuclear gene expression and to genome stability [16]. In plants, DNA methylation occurs in three sequence contexts: CG, CHG, and CHH (H=A, C or T) [16,17]. The modulation of DNA methylation in culture is crucial to regeneration outcomes: successful regenerants of *Oryza sativa* ssp. *japonica* had lower CG methylation levels than failed regenerants [9]. The regeneration process, with or without genetic transformation, affects gene regulation at the transcriptional and post-transcriptional levels and correlates with changes in DNA methylation patterns [18]. Transgenic approaches have been successfully used to produce herbicide and pest-resistant varieties in several crop species. However, there is only sporadic research concerning global DNA methylation changes in transgenic plants. Potential global DNA methylation modification occurring in transgenic plants is still largely unexplored [18,19,20,21,22,23]. There have been reports of transgenic plants from different genetic backgrounds having random and undesirable phenotypes [24,25,26]. Transgenic maize with overexpressed *DREB3,* a dehydration-responsive element-binding transcription factor, showed higher yields in some genetic backgrounds but not others [24]. Researchers have suggested that insert transgene position, metabolic imbalances and environmental constraints [24,27] could be the reasons behind undesirable phenotypes of transgenic plants. However, we suspect that epigenetic changes in transgenic lines may be another reason for the occurrence. 

Rice (*Oryza sativa* L.) is a major staple food for a large part of the global population. To determine whether genetic and global epigenetic modification influences the phenotype of transgenic rice, we used whole-genome bisulfite sequencing (WGBS) and methylated DNA immunoprecipitation sequencing (MeDIP-seq) methods to determine DNA methylation at the genomic level in various transgenic plants and their controls. The transgenic process includes tissue induction, selection pressure and insertion of the transgene [28]. We used wild-type Wuyunjing7 (WYJ7), its regenerated line (CK), and segregation-derived wild-type from *pOsNAR2.1-OsNAR2.1* (SDWT) to represent different transgenic processing, and wild-type of Nipponbare (NP), its *OsNAR2.1* overexpression line under the ubiquitin promoter (*pUbi-OsNAR2.1*), and the *OsNAR2.1* RNA interference (RNAi) NP line to represent different backgrounds and different transgenic expression. Previous studies have shown that OsNAR2.1 is a partner protein of rice high-affinity nitrate transporters (OsNRT2s) [29,30,31] and plays a key role in enabling the plant to cope with variable environmental nitrate supplies [29,30,31]; overexpression of *OsNAR2.1* can lead to an increase in grain yield and higher nitrogen-use efficiency (NUE) in rice cultivation systems [32,33]. We used *OsNAR2.1* transgenic lines as representative lines for the transgenic process.

## 2. Results

### 2.1. Transgenic Process Induces Significant Epigenetic Changes in Rice

To investigate global methylation caused by the transgenic process in plants, we used WGBS to sequence samples of four types of rice: Wuyunjing7 wild type (WYJ7), T_0_ plants regenerated from callus (CK), wild type plant derived from segregation of *pOsNAR2.1*-*OsNAR2.1* (SDWT) and *pOsNAR2.1*-*OsNAR2.1* plants. 

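WGBS reads the methylation of single cytosines after bisulfite treatment, which converts unmethylated cytosines and leaves methylated ones unchanged. There were 12 WGBS libraries, 3 each of WYJ7, CK, SDWT and *pOsNAR2.1-OsNAR2.1*. Table 1 lists between 111328844 and 114222086 uniquely mapped reads per WYJ7 library, with a median of 114019328. The CK libraries had 83108206 to 98592558 (median 84978096), the SDWT libraries 104131328 to 112763894 (median 109964522) and the *pOsNAR2.1-OsNAR2.1* libraries 73616122 to 100950580 (median 79464658). The authors mapped the reads to IRGSP-1.0 with Bismark, removed cytosines of low read depth, and called differentially methylated regions (DMRs) of each line against the 3 WYJ7 libraries with methylKit and eDMR. The deposited lists give, for each DMR, its position, the methylation level in percent in each of the 6 libraries, the number of CpGs, and the difference and q-value from the authors' comparison. Every region in the authors' deposited tables had a difference of at least 20 percentage points, at least 3 CpGs and at least 1 differentially methylated cytosine, and the largest q-value was 0.0488. The read depth behind each level is unknown, so no counting error could be given for single regions. The deposited difference was WYJ7 minus the line, and its sign was turned so that a hyper-DMR is a region with a higher level in the line. DMRs are not replicate plants. Intervals for shares of DMRs were therefore taken from a bootstrap of genome blocks of 1 Mb (10000 draws), and they describe the lists, not the variation among plants.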

T_4_ generation SDWT plants served as true experimental controls for the *pOsNAR2.1*-*OsNAR2.1* line to study the transgene insertional effect on the epigenome as it was derived from the T_0_ *pOsNAR2.1*-*OsNAR2.1* heterozygote line (for the selection process see Supplementary Table S1). T_4_ generation *pOsNAR2.1*-*OsNAR2.1* plants with high yield and high NUE phenotypes have been described in Chen *et al*. [33]. We also used MeDIP sequencing on four more samples, including the wild type of Nipponbare (NP), the knockdown plant of *OsNAR2.1* by RNA interference (RNAi) (describe as r1 in Yan *et al*. [29]), and overexpression plant of *OsNAR2.1* by the ubiquitin promoter (*pUbi-OsNAR2.1*). The relationships between different samples are described in Table 1 as: CK = WYJ7 + callus inducing media(CIM) + shoot inducing media(SIM); SDWT = WYJ7 + CIM + SIM + selection pressure (Hygromycin, Hyg) + transformation with the *pOsNAR2.1-OsNAR2.1* construct + segregation of *pOsNAR2.1-OsNAR2.1* heterozygote line; *pOsNAR2.1-OsNAR2.1* = WYJ7 + CIM + SIM + selection pressure (Hyg) + transformation with the *pOsNAR2.1-OsNAR2.1* construct + *pOsNAR2.1-OsNAR2.1* insertion; *pUbi-OsNAR2.1* = NP + CIM + SIM + selection pressure (Hyg) + transformation with the *pUbi-OsNAR2.1* construct + *pUbi-OsNAR2.1* insertion; RNAi = NP + CIM + SIM + selection pressure (Hyg) + RNA interference (RNAi) construct. Table 1 also shows the values for raw reads, uniquely mapped reads, and normalized cytosine methylation (mC) number in each replicate of four samples for WGBS and filtered reads, aligned reads, and peaks counts of three samples for MeDIP. We sequenced the flanking DNA of *pOsNAR2.1*-*OsNAR2.1* insertion site of in *pOsNAR2.1*-*OsNAR2.1* plants and found that the insertion of the *pOsNAR2.1*-*OsNAR2.1* transgene was between LOC_Os02g49950 gene and LOC_Os02g49960 gene in chromosome 2. We also sequenced the flanking DNA of the *pUbi*-*OsNAR2.1* insertion, which was inserted in chromosome 10, between LOC_Os10g33874 and LOC_Os10g33900 in *pUbi*-*OsNAR2.1* line (Supplementary Figure S1d,e). Neither of these sites occur in high methylation areas nor in functional genes.

Our analysis of the sequencing data showed that the total normalized methylated cytosine (mC) numbers differed significantly among the four samples (Figure 1a), with normalized mC counts of approximately 3.9, 3.5, 3.8, and 3.5 million (M) for WYJ7, CK, SDWT, and *pOsNAR2.1-OsNAR2.1*, respectively. The result suggests that the tissue culture (CK) and the transgenic process (*pOsNAR2.1-OsNAR2.1*) of WYJ7 both lead to global DNA hypomethylation. In contrast to CK and *pOsNAR2.1-OsNAR2.1* plants, the mC level in SDWT plants returned to the WT level (WYJ7) after four selfing generations in the field. Since the CK and SDWT both went through regeneration, the result suggested the loss of the transgene in generation increases the methylation in SDWT. Simultaneously, the *pOsNAR2.1-OsNAR2.1* lines showed a significantly higher percentage of symmetric CG sites and lower percentage of asymmetric CHH sites, and CK lines showed a lower percentage of symmetric CHG sites instead (Figure 1b–d), which indicates that while both *pOsNAR2.1-OsNAR2.1* and CK lines show a decrease in global DNA methylation the sites of mC changes were different. Interestingly, in the other two independent transgenic lines, MeDIP sequencing data showed that peak counts in both *pUbi-NAR2.1* and RNAi lines increased compared with NP (Figure 1e). The results suggest that the tissue culture process leads to a decrease in global methylation, but the transgenic process leads to different global methylation changes in different rice backgrounds. 

### 2.2. Both Tissue Culture and Transgenic Processes Can Induce Unique Methylation Changes in Genic Regions

The Venn diagram of WGBS sequencing shows the unique and shared CpG methylation areas of 42,042 genes in the WYJ7, CK, SDWT and *pOsNAR2.1*-*OsNAR2.1* samples (Figure 1f). The results showed that 88.9% of genes in these four samples shared the same CpG methylation area. CK, SDWT, and *pOsNAR2.1*-*OsNAR2.1* had 347, 216, and 381 genes with unique methylation areas, respectively. If only compared with wild-type WYJ7, CK, SDWT, and *pOsNAR2.1*-*OsNAR2.1* showed 1432, 1181, and 1396 genes with unique methylation areas. The Venn diagram analysis of the methylation peaks of the MeDIP-seq data sets for NP, RNAi, and *pUbi-OsNAR2.1* samples showed that the majority of the peaks, approximately 32,000, are shared by the three samples (Figure 1g). Both RNAi and *pUbi-OsNAR2.1* samples had 10,223 and 11,168 unique peaks, respectively (Figure 1g). The results indicate that both tissue culture and the transgenic processes could induce unique methylation changes in genic regions although neither knockdown nor overexpression of *OsNAR2.1* in transgenic plants caused the majority of DNA methylation changes. 

### 2.3. Transgenic Process Leads to a Higher Number of Hyper-DMRs Than Hypo-DMRs

We analyzed the differentially methylated regions (DMRs) of wild-type and transgenic lines and found that there were more hypo-DMRs (71%) in CK lines but more hyper-DMRs (78%) in transgenic lines in *pOsNAR2.1-OsNAR2.*1 under WYJ7. 

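The authors' deposited table for CK held 5122 DMRs, of which 3656 were hypo-DMRs and 1466 were hyper-DMRs. The share of hypo-DMRs was 71.4%, with a 95% block bootstrap interval of 69.9% to 72.9%, and it lay between 65.0% and 75.8% on the 12 chromosomes. The table for *pOsNAR2.1-OsNAR2.1* held 2747 hyper-DMRs and 792 hypo-DMRs. Here the share of hyper-DMRs was 77.6% (75.9% to 79.3%), and it ranged from 69.8% to 82.5% between chromosomes. In the hypo-DMRs of CK the mean methylation level was 72.7% ± 0.312 (SD, n = 3 libraries) in WYJ7 and 42.2% ± 5.09 (SD, n = 3) in CK. In the hyper-DMRs of *pOsNAR2.1-OsNAR2.1* it was 31.3% ± 0.445 (SD, n = 3) in WYJ7 and 59.7% ± 0.479 (SD, n = 3) in the line. Both differences were larger than the spread between libraries, but the regions had been selected for such a difference. The alternative that moved the shares most was a minimum of 10 CpGs per region, with 34.2% hyper-DMRs in CK and 60.5% in *pOsNAR2.1-OsNAR2.1* (50.4% to 70.8%). For *pOsNAR2.1-OsNAR2.1* this set held 94 regions in CpG context, 33.0% of them hypo-DMRs, and 30 in CpH (non-CpG) context, with 60.0%. In its full list, 21.3% of 3448 CpG regions and 64.8% of 91 CpH regions were hypo-DMRs. The lower hyper-DMR share thus went with a lower share among CpG regions and with a larger part of CpH regions. Among regions with at least 10 CpGs, the hypo-DMR of CK with the largest difference in the authors' deposited table lay on chromosome 12 of IRGSP-1.0 from 4677562 to 4677699 and had no gene annotation in that table. Its level was 92.1% ± 2.72 (SD, n = 3) in WYJ7 and 34.7% ± 13.6 (SD, n = 3) in CK (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The same region was also the hypo-DMR of *pOsNAR2.1-OsNAR2.1* with the largest difference by this rule, with -55.0 points in the authors' deposited table against -53.1 points for CK, and levels of 42.03%, 0.0% and 54.05% in the *pOsNAR2.1-OsNAR2.1* libraries. The corresponding hyper-DMR of *pOsNAR2.1-OsNAR2.1* lay on chromosome 1 from 37446084 to 37446146, in the upstream region of OS01G0865100. Its level was 40.7% ± 19.4 (SD, n = 3) in WYJ7 and 87.3% ± 2.12 (SD, n = 3) in the line (same exact test, p = 0.1). The hyper-DMR of CK chosen in this way lay on chromosome 1 from 8497555 to 8497649. There the level was 10.5% ± 1.63 (SD, n = 3) in WYJ7 and 44.5% ± 6.49 (SD, n = 3) in CK (same exact test, p = 0.1).

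**Figure D1:**
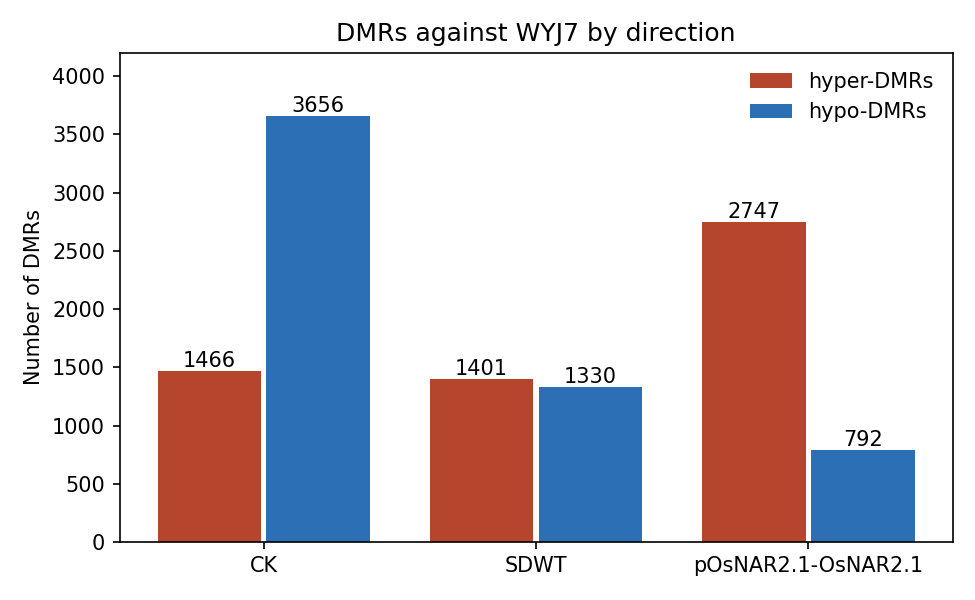
Number of hyper-DMRs and hypo-DMRs (y axis) in CK, SDWT and *pOsNAR2.1-OsNAR2.1* against WYJ7 (x axis). CK had 3656 hypo-DMRs and 1466 hyper-DMRs, whereas *pOsNAR2.1-OsNAR2.1* had 2747 hyper-DMRs and 792 hypo-DMRs.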

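In SDWT, 1401 of the 2731 DMRs in the authors' deposited table were hyper-DMRs and 1330 were hypo-DMRs. The hyper-DMR share of 51.3% had a block bootstrap interval of 49.3% to 53.3%, which includes equal numbers. It was above equality on 7 chromosomes and below it on 5. The mean level in the hyper-DMRs of SDWT was 28.1% ± 0.337 (SD, n = 3) in WYJ7 and 57.3% ± 0.256 (SD, n = 3) in SDWT, and in the hypo-DMRs it was 58.0% ± 2.73 (SD, n = 3) and 29.1% ± 0.291 (SD, n = 3). Without WYJ7 replicate 2 the share rose to 52.6% (50.4% to 54.8%), so that whether the interval included equal numbers depended on this library. Among regions with at least 10 CpGs, the hypo-DMR with the largest difference lay on chromosome 4 from 33862713 to 33862754, upstream of OS04G0663600. The levels in SDWT were 52.9%, 53.4% and 91.0%, so the third SDWT library did not differ from the WYJ7 mean of 93.1% by as much as the others. The hyper-DMR of SDWT chosen in the same way lay on chromosome 5 from 28766980 to 28767018. There the level was 0.0% in each WYJ7 library and 37.73%, 34.34% and 44.67% in the SDWT libraries, so all 3 SDWT libraries were higher.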

Similar results were observed in *pUbi-OsNAR2.1* and RNAi under NP (71% and 73%) and, for the SDWT line, the percentage of the hypo- and hyper- DMRs were very close (49% and 51%) (Figure 2a–c,f,g). 

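The share of hyper-DMRs was higher in *pOsNAR2.1-OsNAR2.1* than in CK by 49.0 percentage points, with a block bootstrap interval of 47.1 to 50.9 in which the same blocks were drawn for both lists. Compared with SDWT, which went through the same process and no longer carried the transgene, it was higher by 26.3 points (23.7 to 28.9). SDWT in turn was 22.7 points above CK (20.2 to 25.1). The CK plants were T0 and were moved to water from root medium, whereas SDWT and *pOsNAR2.1-OsNAR2.1* were T4. The contrasts with CK therefore cannot separate the transgenic process from generation and growth. SDWT and *pOsNAR2.1-OsNAR2.1* were each a single line, so the intervals do not cover variation between lines. With at least 10 CpGs per region, 124 regions of *pOsNAR2.1-OsNAR2.1* and 47 of SDWT were left, and the difference between these lines fell to 5.17 points (-11.0 to 21.6), which could not be told from 0. Of the 124 regions, 30 were in CpH context, with 60.0% hypo-DMRs, and 94 were in CpG context, with 33.0%. The difference between the lines was not computed for CpG regions alone.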

In spite of global DNA methylation caused by the transgenic process being background sensitive, the insertion of the transgene was able to induce more hyper-DMRs than hypo-DMRs in both backgrounds. 

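DMRs covered 184.4 kb in CK, 120.2 kb in *pOsNAR2.1-OsNAR2.1* and 62.97 kb in SDWT. Their median width was 29 bp in CK (quartiles 18 and 45), 28 bp in *pOsNAR2.1-OsNAR2.1* (18 and 43) and 20 bp in SDWT (13 and 28), and the median number of CpGs was 4 in each list. In the authors' deposited tables the median difference lay between 24.9 and 26.1 percentage points in the hyper-DMRs of the lines, in lists that hold only differences of at least 20 points. Counts depended on the thresholds. With an absolute difference of at least 40 points there were 403 DMRs in CK, 380 in *pOsNAR2.1-OsNAR2.1* and 260 in SDWT.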

CK and the three transgenic lines contained 5122, 3539, 5253, and 4239 DMRs, respectively, which were considerably more comparable with the 2732 DMRs of SDWT. There were few common DMRs between these hypo- and hyper-DMRs in CK and *pOsNAR2.1-OsNAR2.1* lines, nor in SDWT and *pOsNAR2.1-OsNAR2.1* lines (Figure 2d,e). However, there were nearly 2000 common hyper-DMRs and nearly 500 common hypo-DMR between the *pUbi-OsNAR2.1* and RNAi lines (Figure 2h), caused by insertion of the transgene, rather than by the expression of *OsNAR2.1*. 

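DMRs of different lines were counted as shared where they overlapped by at least 1 bp. CK and *pOsNAR2.1-OsNAR2.1* had 509 pairs of overlapping DMRs, of which 207 were hyper-DMRs in both lines, 167 were hypo-DMRs in both, 117 were hypo in CK and hyper in *pOsNAR2.1-OsNAR2.1*, and 18 were hyper in CK and hypo in *pOsNAR2.1-OsNAR2.1*. The pairs involved 9.94% of the DMRs of CK and 14.4% of those of *pOsNAR2.1-OsNAR2.1*. SDWT and *pOsNAR2.1-OsNAR2.1* had 435 pairs, with 247 hyper in both, 86 hypo in both, 90 hypo in SDWT and hyper in *pOsNAR2.1-OsNAR2.1*, and 12 the other way. They involved 15.9% of the DMRs of SDWT and 12.2% of those of *pOsNAR2.1-OsNAR2.1*. When each DMR of *pOsNAR2.1-OsNAR2.1* was moved to a random place within 500 kb, the mean number of pairs over 1000 placements was 3.85 with CK and 1.56 with SDWT (one-sided permutation p = 0.001 for each, the smallest these placements can give). The placements do not account for which regions had enough covered CpGs to be called. All comparisons used the same WYJ7 libraries, which alone produces shared calls. In simulations of unchanged groups against a shared control, with as many calls as in the lists, 302 calls were shared for CK and *pOsNAR2.1-OsNAR2.1* when 1000000 regions were tested and 770 when 100000 were tested, and all of them had the same direction, which a shared control gives by construction. For SDWT and *pOsNAR2.1-OsNAR2.1* the simulated numbers were 200 and 500. In the data, 73.5% of the pairs of CK and *pOsNAR2.1-OsNAR2.1* and 76.6% of those of SDWT and *pOsNAR2.1-OsNAR2.1* had the same direction. With a difference of at least 40 points required in both lists, 19 and 18 pairs remained, and 94.7% and 94.4% of them had the same direction.

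**Figure D2:**
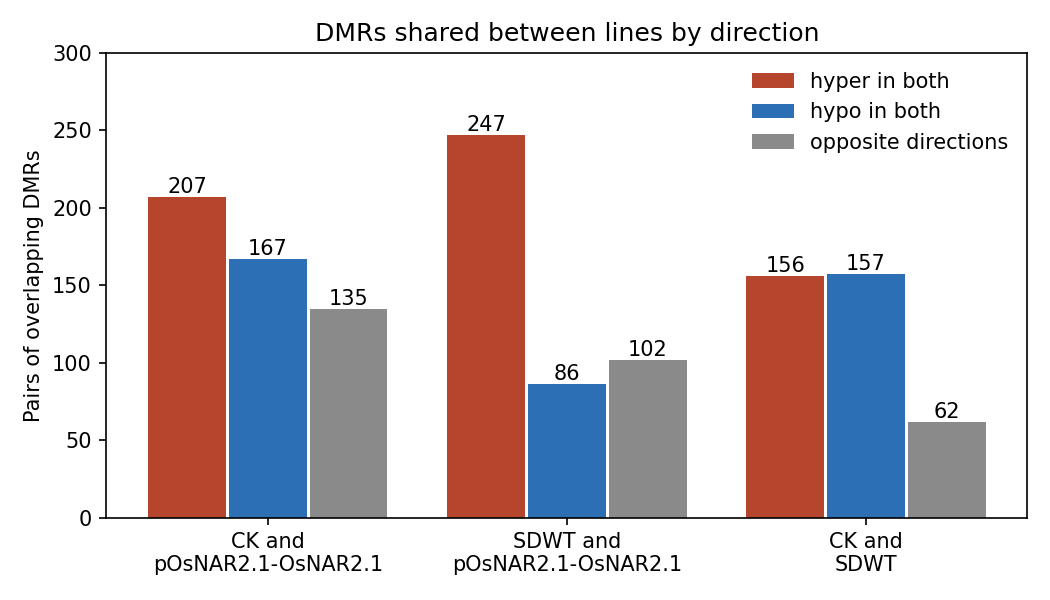
Number of pairs of overlapping DMRs (y axis) for each pair of lines (x axis), by direction. SDWT and *pOsNAR2.1-OsNAR2.1* shared 247 hyper-DMRs and 86 hypo-DMRs, and 102 pairs had opposite directions.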

### 2.4. Tissue Culture Process Causing Random Epigenetic Changes

We analyzed the differentially CpG methylated regions of five comparison groups: WYJ7 and SDWT, WYJ7 and CK, WYJ7 and *pOsNAR2.1-OsNAR2.1*, SDWT and *pOsNAR2.1-OsNAR2.1*, and CK and *pOsNAR2.1-OsNAR2.*1. We found that the mutual DMRs differed among them and calculated the CpG methylation level in these DMRs in different replicates of different samples. The clustered heatmap is shown in Figure 3. The heatmap shows that the DMR clustering pattern is similar between wild-type and lines subjected to transgenic manipulation (SDWT and *pOsNAR2.1-OsNAR2.1*), whereas a more variable pattern is observed for CK replicates. 

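The spread between replicates was taken as the SD of the 3 methylation levels of a group in each DMR. In the 5122 DMRs of CK its median was 14.7 percentage points among the CK libraries and 5.3 among the WYJ7 libraries, a difference of 9.39 points (95% block bootstrap interval 8.71 to 9.86). The spread was larger in CK in 72.3% of these regions. SDs are larger at intermediate levels, but in the 1265 regions where both group means lay between 20% and 80% the difference was still 7.46 points (6.63 to 8.39). In the 193 regions with at least 10 CpGs it was 4.3 points (2.68 to 7.18). Most of the difference over all regions rested on one library. Without CK replicate 2, the median SD of the remaining pair was 5.53 points against 4.01 for pairs of WYJ7 libraries, a difference of 1.52 points (1.18 to 1.81), whereas it was 10.1 points without CK replicate 1 and 10.4 points without CK replicate 3. The median absolute difference was 7.81 points between CK-1 and CK-3, 20.3 points between CK-1 and CK-2 and 20.0 points between CK-2 and CK-3. A change of at least 20 points from the WYJ7 mean, in the direction of the DMR, was found in all 3 CK libraries in 1594 DMRs, in CK-1 and CK-3 but not CK-2 in 1619, in CK-1 and CK-2 only in 315, and in CK-2 and CK-3 only in 312.

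**Figure D3:**
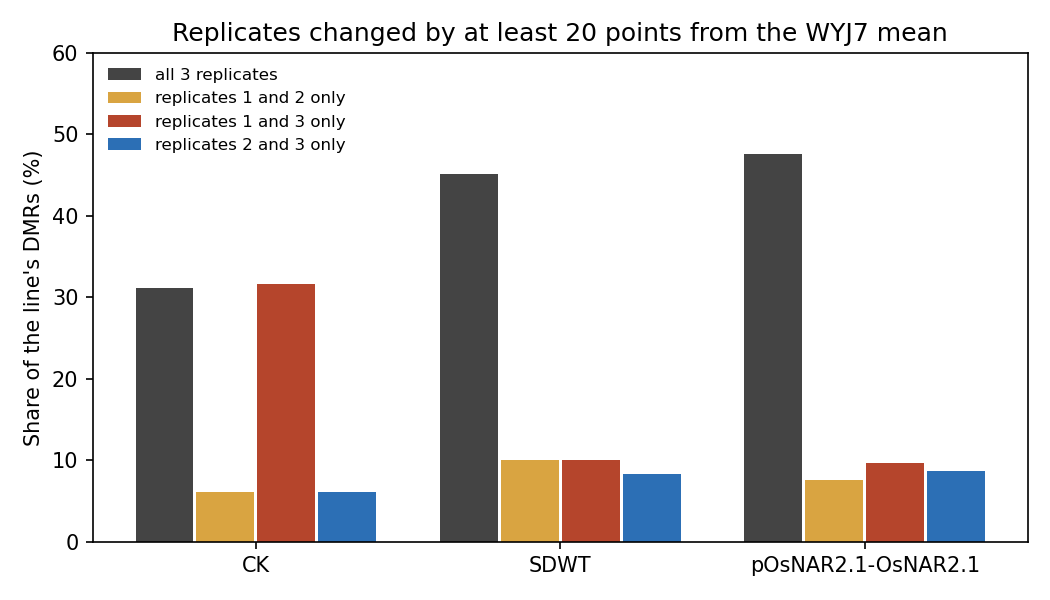
Share of each line's DMRs (y axis, percent) in which all 3 replicates or a given pair of replicates changed by at least 20 percentage points from the WYJ7 mean, for CK, SDWT and *pOsNAR2.1-OsNAR2.1* (x axis). In CK, the pair of replicates 1 and 3 accounted for 31.6% of the DMRs, against 10.1% in SDWT and 9.72% in *pOsNAR2.1-OsNAR2.1*.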

The result shows that different CpG clusters of common DMRs were detected in different CK lines regenerated from the same tissue culture process with the same explant WYJ7 seeds (Figure 3). This suggests that the tissue culture process could randomly alter the epigenetic status. On the other hand, a tissue culture process followed by a transgenic process tends to lead to a more consistent CpG methylation level clustering pattern (Figure 3), suggesting that the influence of the transgenic process on the rice epigenome is stronger than the influence of the tissue culture process.

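In the DMRs of SDWT the median replicate SD was 8.03 points in SDWT and 8.58 in WYJ7, a difference of -0.552 points whose interval of -1.16 to 0.221 includes 0. In the DMRs of *pOsNAR2.1-OsNAR2.1* it was 7.15 points in the line and 7.24 in WYJ7, a difference of -0.0938 points (-0.618 to 0.492). Both calls depended on single WYJ7 libraries. For the SDWT list the difference was 0.648 points (0.0965 to 1.22) without WYJ7 replicate 1 and -0.936 points (-1.44 to -0.282) without WYJ7 replicate 3, and for the *pOsNAR2.1-OsNAR2.1* list it was 0.625 points (0.23 to 1.08) and -0.556 points (-1.08 to -0.0227). The excess over WYJ7 was larger in CK than in *pOsNAR2.1-OsNAR2.1* by 9.48 points (8.65 to 10.1) and larger than in SDWT by 9.94 points (8.8 to 10.7), over all regions and with CK replicate 2 included. All 3 libraries changed by at least 20 points in 45.2% of the DMRs of SDWT and 47.6% of those of *pOsNAR2.1-OsNAR2.1*, compared with 31.1% in CK. No pair of replicates stood out in these lines. From the clustering of methylation levels, the paper proposes that tissue culture could alter the epigenetic status at random. It also proposes that a transgenic process after tissue culture tends to lead to a more uniform pattern. The contrast of spreads between lines cannot decide the latter. The CK libraries came from independent calli, whereas SDWT and *pOsNAR2.1-OsNAR2.1* both descended from the same regenerated plant. Variation between regeneration events could therefore enter the spread of CK only.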

### 2.5. Both Tissue Culture and Transgenic Process Can Change the Phenotype of Plants

We planted all the wild-type and transgenic lines in the field and estimated their gene expression, grain yield, and seed setting rate (Figure 4). For the lines used in the WGBS analysis, the phenotype showed that the plant height was significantly shorter in the CK line and significantly taller in the *pOsNAR2.1-OsNAR2.1* line compared with WYJ7, whereas there was no significant change in the SDWT line (Figure 4a, Supplementary Table S2). The total tiller number was higher in *pOsNAR2.1-OsNAR2.1* line with no significant difference in the CK and SDWT lines (Supplementary Table S2). For the expression of *OsNAR2.1*, while there were no significant differences between the WYJ7, CK and SDWT lines, expression was significantly higher in the *pOsNAR2.1-OsNAR2.1* line (Figure 4b). The grain yield and seed setting rate were significantly lower in the CK line and significantly higher in the *pOsNAR2.1-OsNAR2.1* line compared with WYJ7, with no significant difference in the SDWT line (Figure 4c,d). For the lines used in MeDIP analysis, both the plant height and tiller number (Figure 4e, Supplementary Table S3) were higher in the *pUbi-OsNAR2.1* line and lower in the RNAi line compared with NP. The relative expression of *OsNAR2.1*, grain yield, and seed setting rate were also higher in the *pUbi-OsNAR2.1* line and lower in the RNAi line, compared to NP (Figure 4f–h). As a summary of the global methylation, genetic and phenotype changes status of all materials Table 2 shows that global methylation changes of transgenic lines are dependent on the genetic background. For the CK line, the trend of changes of the phenotypes is same as global methylation, and for all the transgenic lines, the trend for phenotypic change appears the same as the expression of the transgene, but the percentages of the increases in overexpression lines are quite different. We consider that methylation change is one of the reasons causing the difference. These results suggest that both regeneration and the transgenic process can change the phenotype of plants, with or without gene insertion.

## 3. Discussion

DNA methylation can provide additional heritable information beyond that of the DNA sequence in plant genomes [2]. Tissue culture is considered a stressful environment and thus trigger epigenetic changes in plants [34]. Culture-induced DNA methylation has been found in different species, including rice, maize, and barley [35,36,37]. Furthermore, many studies have shown that regeneration under various selection stresses or from various donor tissues induced changes in methylation patterns [38,39,40]. When uniform callus donor tissue was used in an *Agrobacterium*-mediated transformation procedure in rice [41,42], there was no difference in methylation among donor tissues between experiments. It has previously been reported that tissue culture reduces mC in rice, and this reduction in mC is stable from T_2_ to T_6_ generation of regenerated plants [18]. Our sequence data confirmed that the tissue culture process leads to a reduction in global DNA methylation in CK and that this reduction was maintained in the *pOsNAR2.1-OsNAR2.1* line at least until the T_4_ generation (Figure 1a). Moreover, we showed that the global methylation level returned to a level similar to that of WYJ7 after removal of the transgene by a segregation process in the SDWT line. Since Stroud et al. [18] confirmed that the loss of methylation in regenerated plants is stable across generations, our results suggest that the global methylation status in the SDWT is more unstable and is unable to maintain the mC decrease across the generations. However, the insertion of the transgene stabilized the massive loss of mC in *pOsNAR2.1-OsNAR2.1*. The tissue culture process can cause the loss of methylation in both WYJ7 and NP (Figure 1a) according to both our results and those of Stroud, et al. [20], but *pOsNAR2.1-OsNAR2.1* in WYJ7 showed stabilization of the loss rather than *pUbi-OsNAR2.1* in NP. Therefore, we consider that overexpression of *OsNAR2.1* is not the reason behind the stabilization. We prefer the explanation that the unstabilized methylation of SDWT was caused by the double genetic change, gaining and losing the transgene during generation. Furthermore, the way insertion of the transgene alters global methylation appears to depend on the rice genetic background, since global methylation reduction was observed in the *pOsNAR2.1-OsNAR2.1* WYJ7 line whereas it was increased in the *pUbi-NAR2.1* and RNAi NP lines. 

We found global methylation decreased in the WYJ7 *OsNAR2.1-*overexpression line, while increased *OsNAR2.1*-overexpression, and RNAi lines in the NP. We suggest that rice varieties have different sensitivities to DNA methylation in the transgenic process. It has been reported that there are extensive variations in DNA methylation among plant inbred lines, and that DNA methylation can provide unique information in explaining variation of phenotype in maize [43]. Vilperte et al. [5] reported that the methylation status of genes showed significant differences in four different maize backgrounds with the same transgene. In our results, although in both the *pOsNAR2.1-OsNAR2.1* and *pUbi-OsNAR2.1* lines, plant height and yield of per plant were significantly higher than in the wild-type, but the plant height increased 4.69% and 17.36%, and yield of per plant increased 49.07% and 34.97%, respectively, in WYJ7 and NP (Table 1, Supplementary Tables S2 and S3). Even overexpression of the same gene was able to cause different phenotypes in different backgrounds. This result could be caused by several possible factors. The first of these is the original traits of the two wild types: WYJ7 is photo-sensitive late-maturing japonica rice and NP is photo-insensitive early-maturing japonica rice [44,45]. The two wild-types are, therefore, affected differently by the circadian clock. The circadian clock regulates NO_3_^-^ uptake and usage, and thus the expression of *OsNAR2.1* [30,46]. A second factor is the promoter of the transgene. It is well known that different promoters have different effects on transgenes [47]. In our research, the expression of *OsNAR2.1* increased around 2.5 times with the *OsNAR2.1* native promoter and increased four times with the *Ubi* promoters. Wang et al. [48] reported that overexpressed auxin-inducible gene (*ARGOS*) increased plant height in *Arabidopsis* under the 35*s* promoter but showed no phenotypic change under the *Ubi* promoter. The third factor is background. There have been many reports of the same transgene showing different phenotypes in plants from a variety of genetic backgrounds. It has been reported that, while the *DREB3* transgene was detected in wheats from four different genetic backgrounds, only three lines expressed the transgene, and only two showed phenotypes of higher yield [24]. Knockout of *OsNramp5*, a member of the natural resistance-associated macrophage protein (NRAMP) family, decreased yield in Xidao 1, a japonica rice cultivar, but did not alter yield in indica hybrid rice [26,49]. Even knockout of the same gene in different backgrounds with same genome also resulted in phenotypic variation, as shown by the findings of Yang et al [50]: knockout of *OsNramp5* using CRISPR/Cas9 in two japonica varieties, Nanjing 46 (NJ46) and Huaidao 5 (HD5), resulted in similar plant height, grain number, and seed setting rate, but with increased panicle number in NJ46 but not in HD5. Researchers surmised that damage to the recipient genome caused by insertion fragments, efficiency of the transgene promoter, metabolic imbalances and environmental constraints could be the reasons behind undesirable phenotypes of transgenic plants [24,27,51], while we suspected that the insertion of the transgene causing different methylation change in different backgrounds could be another reason.

The Venn diagram of genes in the methylation region in WYJ7, SDWT, CK, and *pOsNAR2.1-OsNAR2.1* showed that all three had over 1000 unique methylation genes compared with WYJ7 (Figure 1f), and all had 200–400 unique methylation genes compared to each other. The results suggest that, compared with WYJ7, all three samples (CK, SDWT, and *pOsNAR2.1-OsNAR2.1*) have abundant genes with different degrees of methylation, but not all three lines showed phenotypic changes (Figure 4a). In spite of having these differentially methylated genes, SDWT still showed a similar phenotype to WYJ7. These results suggest that the global methylation status change had a stronger influence on plants than changes in the methylation of individual genes.

Our results showed that the regenerated line CK had more hypo-DMRs than hyper-DMRs and that all three transgenic lines had more hyper- than hypo-DMRs, compared to the wild-type. However, in SDWT, the percentage of hyper- and hypo-DMRs are similar, 51% and 49%, respectively. The total number of DMRs in SDWT (2732 DMRs) was much less than that in CK (5122 DMRs) and the three transgenic lines (3539 DMRs in *pOsNAR2.1-OsNAR2.1*, 5232 DMRs in *pUbi-OsNAR2.1* and 4239 DMRs in RNAi) (Figure 2a–c,f,g). Stroud et al. [18] reported that all of their 12 regeneration lines had much more hypo-DMRs than hyper-DMRs, confirming our results. Therefore, it is possible that the reprogramming process could cause an abundance of hypo-DMRs, while insertion of the gene could cause hyper-DMRs instead, regardless of the function of the inserted gene. Furthermore, for the SDWT lines, WT went through both reprogramming and transgene processes but after segregation, it was found that this double genetic change resulted in nearly 3000 DMRs with the numbers of hyper- and hypo-DMRs returning to the baseline level of WYJ7. Since the phenotype of SDWT did not show significant differences compared to WYJ7, this indicated that the balance of hyper- and hypo-DMRs could be an important factor for the stability of the epigenetic status.

We found that the methylation status in the CK line regenerated from the tissue culture process gave rise to a more variable DMR methylation level clustering pattern than in the CK replicates. This is similar to the observations of Hsu et al. [9]. These authors reported that methylomes in different stages of callus showed a high level of variability and the global methylome demonstrated a prominent genetic/cultivar-related impact. Kaeppler et al. [4] showed that epigenetic modifications of genomic DNA are less stable in culture. Interestingly, both the transgenic line (*pOsNAR2.1-OsNAR2.1*) and the wild-type lines derived from the segregation process of *pOsNAR2.1-OsNAR2.1* (SDWT) showed a more consistent DMR methylation level clustering pattern. This suggests that the transgenic process may play a role in stabilizing the global methylation status of tissue cultured plants. 

However, it is possible that the CK line has a genetic change in the genome in addition to epigenetic changes. For example, there have been many reports of the occurrence of transposons, such as *Tos17,* in regenerants [34,52]. To clarify the effects of epigenetic changes on the CK phenotype, we have listed the methylation sequence data and agronomic traits of each CK line from three independent calli in Supplementary Table S4. We found that, despite the differences between individuals, there is an overall consistency in the data of CK replicates (Supplementary Table S4). The Table shows that normalized mC number, mCHG ratio of epigenetic and plant height, panicle length, grain number per panicle, and yield of phenotype are all significantly lower in CK. Even if we cannot exclude possible genetic change in CK, the changes, at least, did not influence the phenotypes of the individual CK replicates in our study. It has also been reported that genetic variation during tissue culture is related to the CCGG target, which suggests that genetic and epigenetic changes in regenerants are relevant [34,53,54]. These changes could be the reason for the clustering of variable DMR methylation levels in CK but not causing phenotypic changes.

Previous research has reported that phenotypes are influenced by both genetic and epigenetic mechanisms [20,55,56]. Epigenetic modifications caused by the tissue culture process occur in an apparently random manner and it is thus difficult to predict phenotypic changes resulting from these modifications [4,5,7,57,58]. Here, we summarized global methylation, genetic and phenotype changes of five plant materials from two varieties, as shown in Table 2. The results indicate that, in the transgenic lines (*pOsNAR2.1-OsNAR2.1*, *pUbi-OsNAR2.1,* and RNAi), the phenotype is mainly determined by the nature and function of the transgene, but the global methylation change in transgenic lines is determined by the rice background rather than the function of the transgene, which may cause the difference between the phenotypic changes in the two overexpression lines. However, the CK lines showed fewer phenotypic changes, with the methylation status being significantly decrease from WYJ7 as result of the tissue culture process and showing DMR variation between replicates (Figure 3). 

## 4. Materials and Methods 

### 4.1. Plant Materials for Sequencing 

For WGBS sequencing, we used the shoots of wild-type *Oryza sativa* L. ssp. *japonica* cv. Wuyujing7 (WYJ7), T_0_ plants regenerated from tissue culture (CK), T_4_-generation plants carrying an insertion of the *pOsNAR2.1-OsNAR2.1* construct (*pOsNAR2.1-OsNAR2.1*) as described as Ox1 in Chen et al. [33] (see Supplementary Figure S1 and Table S2 for the transformation construct and plant growth data), and T_4_-generation wild-type line lacking the transgene that derived from the segregation process of the T_0_ *pOsNAR2.1-OsNAR2.1* heterozygote line (SDWT, see Supplementary Tables S1 and S2). T_1_ generation of Ox1-1 (AA) and Ox1-3 (aa) lines shown in Supplementary Table S1 were renamed as *pOsNAR2.1*-*OsNAR2.1* and SDWT and their T_4_ plants were used for further WGBS experiment. 

The WYJ7, SDWT, and *pOsNAR2.1-OsNAR2.1* were sterilized for 30 min with 10% (*v*/*v*) hydrogen peroxide, washed thoroughly with deionized water and then grown in water. CK lines were moved from root medium to water after germination. All samples were collected when all four lines grew to two leaves and one heart period. DNA from each plant was sequenced with three replicates. Before sequencing, we tested for the T-DNA insertion loci of *pOsNAR2.1-OsNAR2.1* (Supplementary Figure S1d). The primers used for TAIL-PCR are listed in Supplementary Table S5.

We used MeDIP-seq to examine three types of plants: wild-type of *Oryza sativa* L. ssp. *japonica* cv. Nipponbare (NP), the T_8_-generation plant of knockdown plant of *OsNAR2.1* by RNA interference (RNAi) (describe as r1 in Yan et al. [29]), and the T_8_-generation *pUbi-OsNAR2.1* overexpression plant. The transformation constructs and plant growth data are shown in Supplementary Figure S1 and Table S3. We harvested the mixed samples of the first leaf blade, culm and panicles at the anthesis stage for MeDIP-seq (Figure 4e). Details of the growth conditions of the plants in soil are listed in Supplementary Table S3. The level of *OsNAR2.1* expression was reduced in T_8_ generation RNAi plants to one half of the WT, whereas was five times higher in the *pUbi-OsNAR2.1* T_8_ generation transgenic line (Figure 4f). Other growth characteristics of RNAi and *pUbi-OsNAR2.1* transgenic lines are described in Supplementary Table S3. We tested for T-DNA insertion in three samples (Supplementary Figure S1e); the primers for TAIL-PCR are listed in Supplementary Table S5.

### 4.2. Growth Conditions of Plants in the Field

All materials were grown in plots at the Baguazhou base of Nanjing Agricultural University in Nanjing, Jiangsu. Nanjing is located in a subtropical monsoon climate zone. The pH of the soil is 6.5, and chemical properties included 0.91 g/kg total N content; 18.91 mg/kg available phosphorus (P) content; 185.67 mg/kg exchangeable potassium (K) and 11.56 g/kg organic matter. We applied Ca(H_2_PO_4_)_2_, 30 kg P/ha and KCl, 60 kg K/ha as basal applications to the plots three days before transplanting. We use urea as N fertilizer, and applied 40% before transplanting, 30% at tilling, and 40% before the heading stage. Plots size was 2 × 2.5 m and the seedlings planted in a 10 × 10 array [32,59,60,61,62]. We randomly chose five seedlings from each plot, avoiding those on the edges. The agronomic characters of plant height, total tiller number per plant, panicle length, seed setting rate per plant, grain weight per panicle, grain number per panicle and yield per plant were measured at the maturity stage. Plant height indicated the height of the highest panicle. One panicle from each plant was chosen for calculating the panicle length, grain weight per panicle and grain number per panicle [33]. The agronomic traits of the samples are listed in Supplementary Tables S2 and S3. 

### 4.3. Gene Expression Analysis

Total RNA was extracted from leaf tissue using TRIzol reagent (Vazyme Biotech Co, Ltd., People’s Republic of China). DNase I-treated total RNAs were subjected to reverse transcription (RT) with HiScript II Q Select RT SuperMix for qPCR (+gDNA wiper) kit (Vazyme Biotech Co, Ltd., People’s Republic of China) according to the manufacturer’s instructions. Quantitative assays were performed using AceQTM qPCR SYBR Green Master Mix (Vazyme Biotech Co, Ltd., China). Relative expression level is normalized to the amount of *OsActin* (LOC_Os03g50885) in the same sample and presented as 2^–^^△CT^. All primers used for RT-qPCR are listed in Supplementary Table S6.

### 4.4. T-DNA Insertion Loci Analysis

Leaf tissues harvested from the plants at 10 days were grown in water. Genomic DNA isolation was performed using the CTAB extraction procedure [63]. T-DNA insertion loci of two overexpression transgenic lines were determined by TAIL-PCR following the procedures previously described [64]. The primers are listed in Supplementary Table S5. 

### 4.5. WGBS and Data Analyses 

Genomic DNA was extracted from 10 day-old seedlings and shipped to the Anoroad Genome Company (Beijing, China) for WGBS. WGBS library preparation and sequencing was performed by the Anoroad Genome Company (Beijing, China).

After downloading, the raw reads were filtered and trimmed to obtain clean reads and the available data were compared with the reference genome of *Oryza_sativa Japonica* IRGSP-1.0 to obtain the alignment results using Bismark (v0.9.0) [65]. The uniquely mapped reads will be used to call the methylated cytosines (mC) in highly enriched regions. For each cytosine site, the methylation level (%) was calculated by: 100 × (reads-supported methylation)/(total reads depth for the site). For the methylated region, the methylation level (%) was calculated by: 100 × methylation level of all cytosine sites in the region / the total number of cytosine sites in the region. The conversion ratio of Lambda DNA was around 99.5% to 99.6% in all samples. Valid coverage of methylated cytosine is the percentage of methylated C among all C on the reference genome, is associated with methylation level. C sites with read depths less than 5 are eliminated firstly. Then, for each C site, valid coverage is calculated by for all C or C within each pattern (CG, CHG and CHH). Coverage is the count of C sites with more than 5 depth divided by total number of C site by its pattern. Normalized mC number (Figure 1, Table 1) was calculated by: total mC number/valid coverage of methylated cytosine. Relative data are listed in Supplementary Table S7.

The differential analysis of methylation was performed at the region-base level, differentially methylated regions (DMRs). Aberrant DNA methylation was compared with the control group, an increased methylation pattern was defined as hyper-methylation, whereas a decreased methylation pattern was defined as hypo-methylation. DMR detection was performed using a methylKit and eDMR package [66] to estimate the boundary of CpG islands with a mixed bimodal normal distribution assumption of the distance between CpGs. 

### 4.6. MeDIP-Seq and Data Analysis

MeDIP-seq for this study was performed by KangChen Bio-tech, Shanghai, China. Sequencing library preparation and data analysis were as performed described by Ding et al. [67]. The available data were aligned to the reference genome of *Oryza_sativa. Japonica* IRGSP-1.0 using BOWTIE software (V2.1.0) [68]. MeDIP peaks were identified by MACS2 [69], and statistically significant MeDIP-enriched regions (peaks) were identified by comparison to a Poisson background model (cut-off q-value = 10^–2^). DMRs in MeDIP dataset was identified by diffReps [70] (*p* < 0.0001).

### 4.7. Statistical Analysis

The data of two groups were analyzed by paired sample Student’s test (*t*-test) and the data of more than two groups were analyzed by Tukey’s test of one-way analysis of variance (ANOVA). Statistically significant differences at *P* < 0.05 between samples were indicated by different letters on the histograms or after mean values. All statistical evaluations were conducted using the IBM SPSS Statistics version 23 software (SPSS Inc., Chicago, IL, USA). 

## 5. Conclusions

We found that both tissue culture and transgenic processes cause global methylation changes. The tissue culture process generally leads to a reduction in global methylation whereas the transgenic process causes global methylation changes that are dependent on the background. Transgenes could cause the global methylation decrease in WYJ7 and increase in NP. In addition, tissue culture caused abundant hypo-DMRs while the transgenic process caused hyper-DMRs. Epigenetic changes such as large amounts of methylation can influence phenotype during the tissue culture process. This happened in CK, resulting in small-sized plants compared to the wild-type WYJ7, even with no transformed gene. In the transgenic lines, while the phenotype is mainly determined by the nature and function of the transgene, but the global epigenetic modification in transgenic lines occurred and resulting in different patterns of changes in plants of different genetic backgrounds. Our results indicate a potential reason behind the occurrence of transgenic plants with random and undesirable phenotypes.

## Figures and Tables

**Figure 1:**
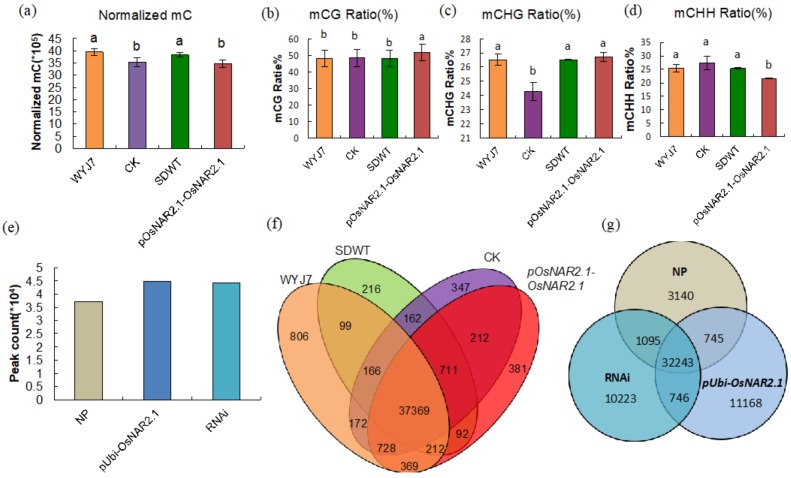
Characteristics of sequencing data (**a**) Normalized DNA cytosine methylation numbers in WYJ7, CK, SDWT and *pOsNAR2.1-OsNAR2.1* samples. (**b**-**d**) mCG, mCHG and mCHH ratio in WYJ7, CK, SDWT and *pOsNAR2.1-OsNAR2.1* samples. (**e**) Peak count of methylation in NP, *pUbi-OsNAR2.1* and RNAi. (**f**) Venn diagram of unique and shared genes in CpG methylation states for WYJ7, CK, SDWT and *pOsNAR2.1-OsNAR2.1* samples. (**g**) Venn diagram of peaks in NP, RNAi and *pUbi-OsNAR2.1* samples.

**Figure 2:**
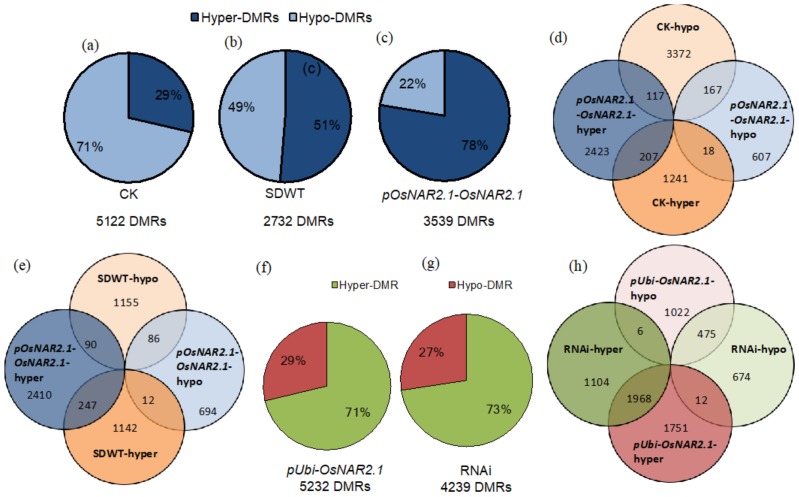
Characteristics of DMRs. (**a**-**c**) Total number of DMRs and breakdown of hyper- and hypo-DMRs in CK, SDWT and *pOsNAR2.1-OsNAR2.1* samples. (**d**) Venn diagram of unique and shared hyper- and hypo-DMRs in *pOsNAR2.1-OsNAR2.1* and CK samples. (**e**) Venn diagram of unique and shared hyper- and hypo-DMRs in *pOsNAR2.1-OsNAR2.1* and SDWT samples. (**f**,**g**) Total number of DMRs and breakdown of hyper- and hypo-DMRs in *pUbi-OsNAR2.1* and RNAi samples. (**h**) Venn diagram of unique and shared hyper- and hypo-DMRs in *pUbi-OsNAR2.1* and RNAi samples.

**Figure 3:**
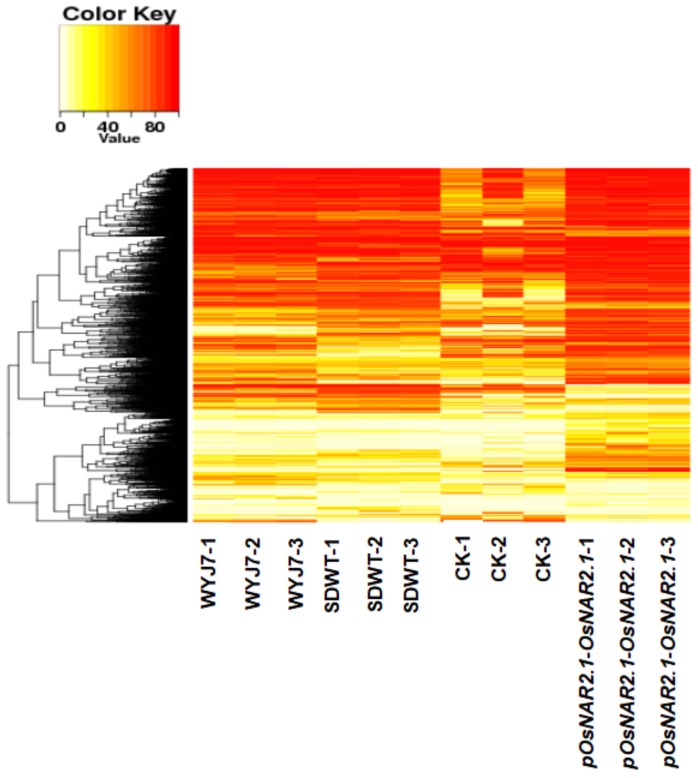
Heatmap for DMRs methylation level cluster. Heatmap representation of hierarchical clustering based on CG methylation levels within DMRs. Rows represent all DMRs identified and columns represent the samples.

**Figure 4:**
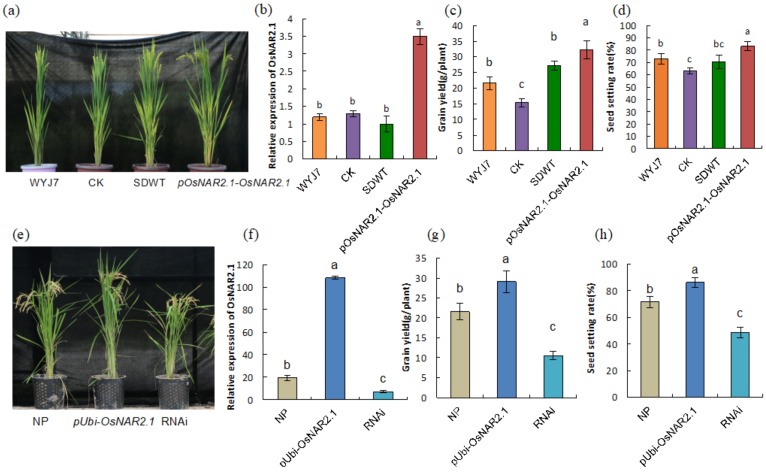
Characteristics of phenotype (**a**) Gross morphology of WYJ7, CK, SDWT and *pOsNAR2.1-OsNAR2.1.* (**b**) Real-time quantitative RT-PCR analysis of *OsNAR2.1* expression in WYJ7, CK, SDWT and *pOsNAR2.1-OsNAR2.1* lines. Error bars: SD (*n* = 3 plants). (**c**) Grain yield for WYJ7, CK, SDWT and *pOsNAR2.1-OsNAR2.1* plants grown in the field. Error bars: SD (*n* = 5 plants). Significant differences between WYJ7 and transgenic lines are indicated by different letters (P < 0.05, one-way ANOVA). (**d**) Seed setting rate for WYJ7, CK, SDWT and *pOsNAR2.1-OsNAR2.1* plants grown in the field. Error bars: SD (*n* = 5 plants). Significant differences between WYJ7 and transgenic lines are indicated by different letters (*p* < 0.05, one-way ANOVA). (**e**) Gross morphology of wild-type of NP, *pUbi-OsNAR2.1* and RNAi. (**f**) Real-time quantitative RT-PCR analysis of *OsNAR2.1* expression in NP, *pUbi-OsNAR2.1* and RNAi lines. Error bars: SD (*n* = 3 plants). (**g**) Grain yield for NP, *pUbi-OsNAR2.1* and RNAi plants grown in the field. Error bars: SD (*n* = 5 plants). Significant differences between NP and transgenic lines are indicated by different letters (*p* < 0.05, one-way ANOVA). (**h**) Seed setting rate for NP, *pUbi-OsNAR2.1* and RNAi plants grown in the field. Error bars: SD (*n* = 5 plants). Significant differences between NP and transgenic lines are indicated by different letters (*p* < 0.05, one-way ANOVA).

**Table 1:** Samples description in this study.

Sample	Description	Raw Reads	Uniquely Mapping Reads	Normalized mC Count
WT-WYJ7-1	Wild type Wuyujing 7 cultivar (WYJ7)	140,469,848	114,222,086	396,005
WT-WYJ7-2		140,314,960	114,019,328	380,987
WT-WYJ7-3		137,035,182	111,328,844	406,068
CK1	T0 generation plant of WYJ7 +callus inducing media (CIM) + shoot inducing media (SIM)	115,760,650	84,978,096	340,144
CK2		115,709,516	83,108,206	344,139
CK3		135,865,342	98,592,558	375,679
SDWT1	T4 generation plant of WYJ7+CIM+SIM+ selection pressure (Hyg) + transformation of *pOsNAR2.1*-*OsNAR2.1* construct + segregation of *pOsNAR2.1-OsNAR2.1* heterozygote line	134,716,330	109,964,522	376,469
SDWT2		127,794,020	104,131,328	393,058
SDWT3		138,032,054	112,763,894	377,411
*pOsNAR2.1-OsNAR2.1-*1	T4 generation plant of WYJ7+CIM+SIM+selection pressure (Hyg) + transformation of *pOsNAR2.1*-*OsNAR2.1* construct + one more *pOsNAR2.1*-*OsNAR2.1* insertion.	144,544,940	79,464,658	354,464
*pOsNAR2.1-OsNAR2.1-*2		109,740,316	73,616,122	328,232
*pOsNAR2.1-OsNAR2.1-*3		136,405,336	100,950,580	356,844
		Pass Filtering Reads	Reads Aligned Reads	Peaks count
WT-NP	Wild type Nipponbare cultivar (NP)	13,047,179	12,798,555	37,223
*pUbi-OsNAR2.1*	T8 generation plant of NP+CIM+SIM+ selection pressure (Hyg)+transformation of *pOsNAR2.1-OsNAR2.1* vector+*pUbi*-*OsNAR2.1* insertion	20,671,931	20,360,102	44,902
RNAi	T8 generation plant of NP+CIM+SIM+ selection pressure (Hyg)+RNA interference (RNAi) constructs	18,722,855	18,428,653	44,307

**Table 2:** Characteristics of methylation and genetics in samples.

	Variety	WYJ7			NP	
		CK	SDWT	*pOsNAR2.1-OsNAR2.1*	*pUbi-OsNAR2.*1	RNAi
	Global methylation	↓	NS	↓	↑	↑
Genetic	Reprograming	+	+	+	+	+
	Transgenic	**NS**	**NS**	+	+	+
	Exogenous Gene	**NS**	**NS**	1	1	1
	Expression of transgene	**NS**	**NS**	↑	↑	**NA**
Phenotype	Plant height	↓ 6%	**NS**	↑ 5%	↑ 17%	↓ 18%
	Yield(g/plant)	↓ 28%	**NS**	↑ 49%	↑ 35%	↓ 51%
	Seed setting rate	↓ 13%	**NS**	↑ 14%	↑ 21%	↓ 32%

Note: NS means no significant difference. NA means not applicable. + means have, 1 means gene number, arrowhead indicates upregulate and downregulate, red indicates upregulate and green indicates downregulate.

## Data Availability

The WGBS and MeDIP dataset created for this publication are available in the NCBI GEO repository with accession number GSE94319.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/5/1819/s1.

# Supplementary material for: Genetic and Global Epigenetic Modification, Which Determines the Phenotype of Transgenic Rice?
**Source:** Int J Mol Sci. 2020 Mar 6;21(5):1819. doi: 10.3390/ijms21051819
**Supplement:** Supplementary file 1

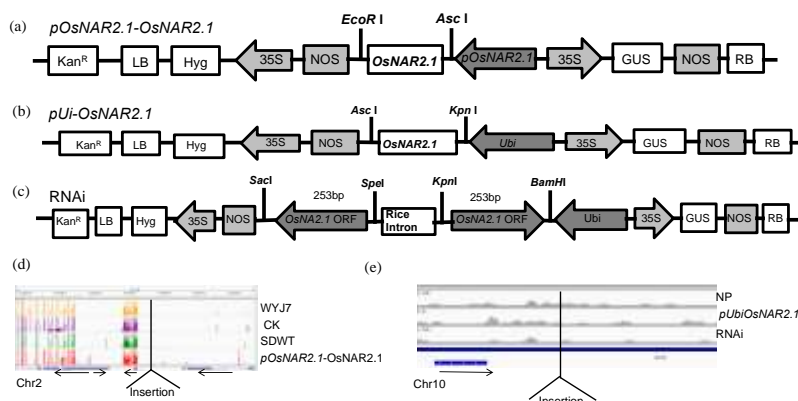

**Figure S1.** (a)Diagram of *pOsNAR2.1-OsNAR2.1* constructs. LB, left border; RB, right border; 35S, cauliflower mosaic virus 35S promoter; *pOsNAR2.1*, *OsNAR2.1* promoter; NOS, nopaline synthase terminator. (b)Diagram of RNA interference (RNAi) constructs. LB, left border; RB, right border; 35S, cauliflower mosaic virus 35S promoter; *OsNAR2.1* ORF: Open Reading Frame of *OsNAR2.1* gene; Ubi, Ubiquitin promoter; NOS, nopaline synthase terminator. (c)Diagram of *pUbi-OsNAR2.1* constructs. LB, left border; RB, right border; 35S, cauliflower mosaic virus 35S promoter; *pOsNAR2.1*, *OsNAR2.1* promoter; NOS, nopaline synthase terminator. (d) Position of *pOsNAR2.1-OsNAR2.1* insertion in the genome and the methylation level at the upstream and downstream of transgene position in WYJ7, CK, SDWT and *pOsNAR2.1-OsNAR2.1* plants. (e) Position of *pUbi-OsNAR2.1* insertion in the genome and the methylation level at the upstream and downstream of transgene position in NP, *pUbi-OsNAR2.1* and RNAi plants.

**Table S1. Copy numbers of *pOsNAR2.1-OsNAR2.1* over-expressing T0 and T1 plants in the WYJ7 background.**

| <i>pOsNAR2.1-OsNAR2.1</i><br>T0 lines | Relative quantity | Absolute quantity | Copy numbers | Genotype |
|---------------------------------------|-------------------|-------------------|--------------|----------|
| WYJ7                                  |                   | 0.04              | 0            | aa       |
| OE1                                   | 0.84              | 0.62              | 1            | Aa       |
| OE2                                   | 1.02              | 0.78              | 1            | Aa       |
| OE3                                   | 0.24              | 0.82              | 1            | Aa       |
| <i>pOsNAR2.1-OsNAR2.1</i><br>T1 lines | Relative quantity | Absolute quantity | Copy numbers | Genotype |
| OE1-1                                 | 2.12              | 1.64              | 1            | AA       |
| OE1-2                                 | 2.05              | 1.84              | 1            | AA       |
| OE1-3                                 | 0.07              | 0.06              | 1            | aa       |
| OE1-4                                 | 0.87              | 0.79              | 1            | Aa       |

Note: The relative quantification and the absolute quantification was calculated according to the method described previously (Fan et al 2016). Both methods were used to calculate the copy numbers in over-expression plants. One copy insertion T0 plants (Aa) were harvested and grown to generate T1 plants. T1 plants of AA genotype were taken as being homozygous, T1 plants of aa genotype were taken as false positive (SDWT); T4 generation of OE1-1 (AA) renamed as *pOsNAR2.1-OsNAR2.1* in WGBS experiment; T4 generation of OE1-3 (aa) renamed as SDWT in WGBS experiment. The phenotype of all transgenic lines and the identification in DNA, RNA and protein levels were described in Chen et al. 2017 Plant Biotech. J. For this experiment, OE1-1 renamed as *pOsNAR2.1-OsNAR2.1* and OE1-3 line renamed as SDWT.

**Commented [M1]:** Please format tables using Microsoft Word.

Table can not be presented in the form of pictures, Please format it as editable three-line tables using Microsoft Word so that we can edit in the production process.

**Commented [Xiaoru2R1]:** Thank you, we changed all tables with Word

**Table S2. Comparison of agronomic traits between WYJ7, SDWT and *pOsNAR2.1-OsNAR2.1* transgenic lines.**

| Genotype                      | WYJ7          | CK           | SDWT         | <i>pOsNAR2.1-OsNAR2.1</i> |
|-------------------------------|---------------|--------------|--------------|---------------------------|
| Plant height (cm)             | 83.81±1.44b   | 78.31±2.11c  | 83.12±1.06b  | 87.74±2.81a               |
| Total tiller number per plant | 20.48±1.48b   | 21.02±2.43b  | 21.14±1.95b  | 26.78±0.99a               |
| Panicle length (cm)           | 13.78±0.77b   | 12.91±0.58b  | 13.24±0.62b  | 15.67±1.07a               |
| Seed setting rate (%)         | 72.67±4.35b   | 63.12±2.24c  | 70.33±5.58bc | 83.04±3.62a               |
| Grain weight (g/panicle)      | 2.32±0.12b    | 1.98±0.06c   | 2.47±0.09b   | 3.01±0.07a                |
| Grain number per panicle      | 130.67±11.20b | 102.48±9.67c | 127.56±9.86b | 153.8±10.43a              |
| Yield (g/plant)               | 21.56±2.12b   | 15.28±1.27c  | 27.18±1.34b  | 32.14±2.89a               |

Note: Statistical analysis of SDWT and *pOsNAR2.1-OsNAR2.1* lines were performed on data derived from the T4 generation. For each mean, error: SD (n = 5 plants). Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA).

**Table S3. Comparison of agronomic traits between wild-type of NP, RNAi and *pUbi-OsNAR2.1* transgenic lines.**

| Genotype                      | NP          | RNAi        | <i>pUbi-OsNAR2.1</i> |
|-------------------------------|-------------|-------------|----------------------|
| Plant height (cm)             | 86.27±4.23b | 70.61±5.94c | 101.25±5.37a         |
| Total tiller number per plant | 24.62±1.76a | 25.78±1.95a | 23.10±1.81a          |
| Panicle length (cm)           | 16.13±0.69a | 14.76±0.57b | 16.59±0.68a          |
| Grain weight (g/panicle)      | 1.17±0.07b  | 0.88±0.06c  | 1.84±0.10a           |
| Grain number per panicle      | 60.46±7.51b | 44.12±4.90c | 99.06±8.31a          |
| Seed setting rate (%)         | 71.67±4.31b | 48.67±4.07c | 86.17±3.49a          |
| Yield (g/plant)               | 21.56±2.12b | 10.54±1.05c | 29.10±2.71a          |

Note: Statistical analysis was performed on data derived from the T8 generation transgenic lines. error: SD (n = 5 plants). Significant differences between different lines are indicated by different letters (P < 0.05, one-way ANOVA).

**Table S4. Character of methylation status and agronomic traits of CK.**

| WYJ7                          |            |            |            |                               | CK         |            |            |                               |
|-------------------------------|------------|------------|------------|-------------------------------|------------|------------|------------|-------------------------------|
|                               | Line1      | Line2      | Line3      | AVE±SD                        | Line1      | Line2      | Line3      | AVE±SD                        |
| mC                            | 396,005.25 | 380,986.58 | 406,068.46 | (3.94±0.12)X10 <sup>6</sup> a | 340,144.13 | 3441,38.92 | 375,678.51 | (3.35±0.19)X10 <sup>6</sup> b |
| mCG Ratio (%)                 | 46.93      | 48.58      | 48.6       | 48.04 ± 0.96a                 | 47.76      | 50.4       | 46.75      | 48.30 ± 1.88a                 |
| mCHG Ratio (%)                | 26.07      | 26.85      | 26.65      | 26.52 ± 0.41a                 | 24.09      | 25         | 23.79      | 24.29 ± 0.63b                 |
| mCHH Ratio (%)                | 27.01      | 24.57      | 24.75      | 25.44 ± 1.36a                 | 28.15      | 24.6       | 29.46      | 27.40 ± 2.51a                 |
| Plant height(cm)              | 83.43      | 82.34      | 84.30      | 83.36 ± 0.98a                 | 77.27      | 80.00      | 79.82      | 79.03 ± 2.29b                 |
| Total tiller number per plant | 20.00      | 19.00      | 21.00      | 20.00 ± 1.00a                 | 19.00      | 22.00      | 24.00      | 21.67 ± 2.51a                 |
| Panicle length (cm)           | 13.35      | 14.25      | 13.54      | 13.71 ± 0.47a                 | 12.14      | 13.35      | 12.55      | 12.68 ± 0.62b                 |
| Seed setting rate (%)         | 71.25      | 70.44      | 68.25      | 69.98 ± 1.55a                 | 60.21      | 65.42      | 64.45      | 63.36 ± 2.77a                 |
| Grain weight (g/panicle)      | 2.55       | 2.45       | 2.14       | 2.38 ± 0.21a                  | 1.89       | 2.05       | 2.10       | 2.01 ± 0.11a                  |
| Grain number per panicle      | 140.35     | 135.35     | 133.35     | 136.35 ± 3.61a                | 102.45     | 100.47     | 98.45      | 100.45 ± 2.00b                |
| Yield (g/plant)               | 27.44      | 26.46      | 28.45      | 27.45 ± 0.99a                 | 17.54      | 18.53      | 14.64      | 16.90 ± 2.02b                 |

Note: AVE indicated average, SD indicated standard deviation. Different letters indicated significant differences between CK and WYJ7 (P<0.05, two-pair T-test).

**Table S5. The TAIL PCR primers and reaction programs for the identification of the insertion location of *pOsNAR2.1-OsNAR2.1* and *pUbi-OsNAR2.1* lines.**

| TAIL PCR Primers |                          |
|------------------|--------------------------|
| SP1              | GCATGACGTTATTTATGAGATGGG |
| SP2              | AATATAGCGCGCAAACTAGG     |
| SP3              | GCGGTGTCATCTATGTTAC      |
| AD1              | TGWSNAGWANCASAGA         |
| AD2              | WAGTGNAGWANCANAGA        |
| AD3              | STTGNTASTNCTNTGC         |

| AD4                                           |                          | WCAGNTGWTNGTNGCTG      |  |
|-----------------------------------------------|--------------------------|------------------------|--|
| REACTION PROGRAM (Control Method: CALCULATED) |                          |                        |  |
| TAIL 1 °                                      | TAIL 2 °                 | TAIL 3 °               |  |
| 1=4 °for 2 min.                               | 1=95 °for 2 min.         | 1=95 °for 2 min.       |  |
| 2=92 °for 2 min.                              | 2=94 °for 10 sec.        | 2=94 °for 10 sec.      |  |
| 3=95 °for 1 min.                              | 3=66 °for 1 min          | 3=60 °for 1 min.       |  |
| 4=94 °for 30 sec.                             | 4=72 °for 2 min.         | 4=72 °for 2 min.       |  |
| 5=66 °for 1 min.                              | 5=94 °for 10 sec.        | 5=Go to step 2, for 19 |  |
| 6=72 °for 2 min.                              | 6=66 °for 1 min.         | more cycles            |  |
| 7=Go to step 4 for                            | 7=72 °for 2 min.         | 6=72 °for 5 min.       |  |
| 5 more cycles                                 | 8=94 °for 10 sec.        | 7=4 °forever           |  |
| 8=94 °for 30 sec.                             | 9=44 °for 1 min.         | 8=END                  |  |
| 9=30 °for 3 min.                              | 10=72 °for 2 min.        |                        |  |
| 10=Ramp for 72 °                              | 11=Go to step 2, for 12  |                        |  |
| at 0.2 °sec, 72 °for                          | more, for 12 more cycles |                        |  |
| 2 min. 30 sec.                                | 12=72 °for 5 min.        |                        |  |
| 11=94 °for 5 sec.                             | 13=4 °forever            |                        |  |
| 12=66 °for 1 min.                             | 14=END                   |                        |  |
| 13=72 °for 2 min.                             |                          |                        |  |
| 14=94 °for 5 sec.                             |                          |                        |  |
| 15=66 °for 1 min.                             |                          |                        |  |
| 16=72 °for 2 min.                             |                          |                        |  |
| 17=94 °for 5 sec.                             |                          |                        |  |
| 18=44 °for 1 min.                             |                          |                        |  |
| 19=72 °for 2 min.                             |                          |                        |  |
| 20=Go to step 12, for                         |                          |                        |  |
| 15 more cycles                                |                          |                        |  |
| 21=72 °for 5 min.                             |                          |                        |  |
| 22=4 °forever                                 |                          |                        |  |
| 23=END                                        |                          |                        |  |

**Table S6 Primers used for RT-PCRs**

| Gene name                   | Type of PCR                | Primer | Sequence               |
|-----------------------------|----------------------------|--------|------------------------|
| <i>OsNAR2.1</i><br>AP004023 | quantitative real-time PCR | 5' (F) | GTCGTCGAGAAGCGCAAGA    |
|                             |                            | 5' (R) | GTCCACTGAAGCTGCGAACTT  |
| <i>OsActin</i><br>AB047313  | quantitative real-time PCR | 5' (F) | AGGATTACCATGGCCTCAAGAG |
|                             |                            | 5' (R) | CGCGTATCTTCCCATGAAG    |

**Table S7. Total mC, valid coverage of methylated cytosine and calculated normalized mC.**

| Sample                      | Total mC   | Valid coverage of<br>methylated cytosine | Normalized mC | AVE        |
|-----------------------------|------------|------------------------------------------|---------------|------------|
| WYJ7-1                      | 16,818,343 | 42.47                                    | 396005.25     | 394353.43a |
| WYJ7-2                      | 17,216,784 | 45.19                                    | 380986.58     |            |
| WYJ7-3                      | 17,123,907 | 42.17                                    | 406068.46     |            |
| CK-1                        | 13,649,984 | 40.13                                    | 340144.13     | 353320.52b |
| CK-2                        | 14,278,324 | 41.49                                    | 344138.92     |            |
| CK-3                        | 14,320,865 | 38.12                                    | 375678.51     |            |
| SDWT-1                      | 17,174,503 | 45.62                                    | 376468.71     | 382312.66a |
| SDWT-2                      | 16,948,669 | 43.12                                    | 393058.19     |            |
| SDWT-3                      | 17,874,189 | 47.36                                    | 377411.09     |            |
| <i>pOsNAR2.1-OsNAR2.1-1</i> | 15,291,559 | 43.14                                    | 354463.58     | 346512.99b |
| <i>pOsNAR2.1-OsNAR2.1-2</i> | 13,969,545 | 42.56                                    | 328231.79     |            |
| <i>pOsNAR2.1-OsNAR2.1-3</i> | 16,300,615 | 45.68                                    | 356843.59     |            |

Note: AVE indicated average of normalized mC in samples.

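Supplementary Table S7 lists, for each WGBS library, the number of methylated cytosines (total mC) and the valid coverage. The methods describe valid coverage in different ways, first as the percentage of methylated cytosines among all cytosines of the reference genome, and then as the share of cytosine sites with sufficient read depth. Under the former, total mC divided by valid coverage would be the same number in every library, as the reference genome is the same, but this quotient, the normalized mC, ran from 328232 to 406068. The valid coverage listed is therefore not that percentage for the total mC listed. Recalculated from the table, normalized mC was 394353 ± 12622 (SD, n = 3) in WYJ7, 353321 ± 19465 (SD, n = 3) in CK, 382313 ± 9318 (SD, n = 3) in SDWT and 346513 ± 15877 (SD, n = 3) in *pOsNAR2.1-OsNAR2.1*. CK was 10.4% lower than WYJ7 and *pOsNAR2.1-OsNAR2.1* was 12.1% lower, and in both cases every library lay below every WYJ7 library (two-sided exact permutation test, p = 0.1 each, the smallest p that 3 libraries against 3 allow). SDWT was 3.05% lower, within the spread of the libraries (same exact test, p = 0.2). The order depended on the normalization. Per 1000000 uniquely mapped reads of Table 1, total mC was 150685 in WYJ7, 159229 in CK, 159152 in SDWT and 181222 in *pOsNAR2.1-OsNAR2.1*, so that the means of all 3 lines lay above WYJ7. Every SDWT and *pOsNAR2.1-OsNAR2.1* library lay above every WYJ7 library (same exact test, p = 0.1 each). CK could not be told from WYJ7 (same exact test, p = 0.4), and CK-3, with 145253, lay below the lowest WYJ7 library, with 147242. Total mC is a number of cytosines and need not rise in proportion to reads. In WYJ7, CK and *pOsNAR2.1-OsNAR2.1*, though not in SDWT, the library with the most mapped reads had the lowest quotient. All CK and *pOsNAR2.1-OsNAR2.1* libraries had fewer mapped reads than WYJ7, so the quotient per read cannot decide whether their methylation was higher.

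**Figure D4:**
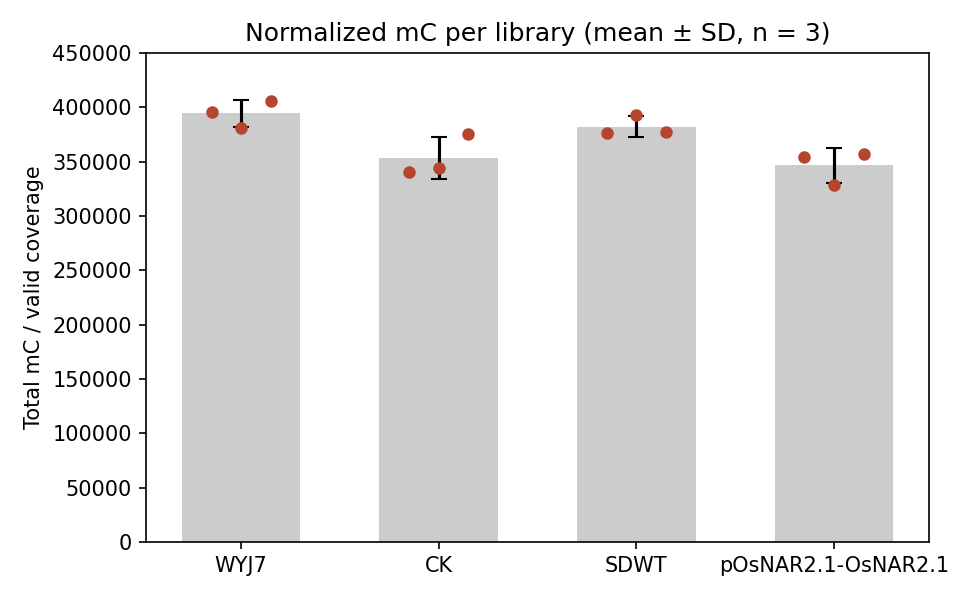
Normalized mC (y axis, total mC divided by valid coverage) in WYJ7, CK, SDWT and *pOsNAR2.1-OsNAR2.1* (x axis). Bars and error bars are the mean and SD of 3 libraries and points are the libraries; the means range from 346513 in *pOsNAR2.1-OsNAR2.1* to 394353 in WYJ7.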

How the deposited data were processed for this re-analysis (not part of the article)

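WGBS was done on 12 libraries, 3 each of WYJ7, CK (T0), SDWT (T4) and *pOsNAR2.1-OsNAR2.1* (T4). The MeDIP-seq samples of the Nipponbare background were not analysed here. The authors mapped the reads to IRGSP-1.0 with Bismark, kept uniquely mapped reads, removed cytosine sites of low depth and called DMRs of each line against WYJ7 with methylKit and eDMR. The deposited lists give the methylation level of each region in each library in percent, which the authors calculated as the mean level of its cytosines without normalization between libraries. They also hold the authors' difference (a score in percentage points, WYJ7 minus the line) and the p-value and q-value that the authors took from eDMR. The authors' region width, number of CpGs and number of differentially methylated cytosines are the other deposited values. The label in the lists is given from the side of WYJ7, so it was opposite to the direction used in the paper in each region. The lists hold only regions that passed the authors' thresholds. Regions that were tested and not called, and the depth of each region, are not in the values used, so no share of the genome and no error rate could be computed.

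Shares were calculated with a bootstrap of 1 Mb blocks (10000 draws, and 1000 draws for medians and for lists with a chromosome left out; 300 draws of medians when a replicate was left out). Overlap was counted from 1 bp, and was compared with 1000 random placements within 500 kb and with a simulation of unchanged groups that share a control. The SD of the WYJ7 levels in shared regions was also compared at the same level, within bins of 10 points of the WYJ7 mean. Comparisons of 3 libraries with 3 used two-sided exact permutation tests, which cannot give a p under 0.1. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The functions were tested on simulated data. Of 100 simulated lists of 5122 regions, 99 had an interval that covered the true share, and all of 200 planted shared regions were found among 5122 regions. Of 2000 simulated regions changed in replicates 1 and 3 only, 1992 were assigned to that pattern in a set of 4000.

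Mapped reads differed between groups. The mapped share of the reads was 81.3% ± 0.0361 (SD, n = 3) in WYJ7, 72.6% ± 0.795 (SD, n = 3) in CK, 81.6% ± 0.108 (SD, n = 3) in SDWT and 65.4% ± 9.63 (SD, n = 3) in *pOsNAR2.1-OsNAR2.1*. Fewer reads could make levels less precise in CK and *pOsNAR2.1-OsNAR2.1*, but the depth of each region was unknown. In the DMRs of *pOsNAR2.1-OsNAR2.1* the median replicate SD was 7.15 points in the line and 7.24 in WYJ7. The difference of -0.0938 points (-0.618 to 0.492) showed no larger spread in that line. Regions named in the text were chosen by a rule set before the data were examined, as the DMR with the largest absolute difference among those with at least 10 CpGs, for each line and direction. Alternatives included stricter thresholds, merging of neighbouring regions, other overlap rules, each chromosome left out and each replicate left out. The spread between replicates, its alternatives, a difference recomputed from mean levels and the list without its densest megabase were added after the data had been seen. Genes were taken as the authors annotated them, since an annotation of IRGSP-1.0 was not used here. Insertion sites and genes named in the paper were therefore not analysed here.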

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

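The tests in this part were chosen after the results were seen. The paper gives the numbers of DMRs in Fig. 2 without a sequence context and analyses CpG methylation in the DMRs of Fig. 3. The lists also hold 160 regions in CpH context in CK, 16 in SDWT and 91 in *pOsNAR2.1-OsNAR2.1*. In *pOsNAR2.1-OsNAR2.1*, 59 of the 91 CpH regions were hypo-DMRs (64.8%, 95% Wilson interval 54.6% to 73.9%), whereas 21.3% of the 3448 CpG regions were, a difference of 43.6 points (block bootstrap interval 33.2 to 54.0). In CK the CpH regions were mostly hypo-DMRs too, but less often than the CpG regions (61.9% and 71.7%, a difference of -9.81 points, interval -17.7 to -2.34), and in SDWT there were too few for a statement. Among regions with at least 10 cytosines, 60.0% of 30 CpH regions (95% interval 42.3% to 75.4%) and 33.0% of 94 CpG regions were hypo-DMRs (Fisher's exact test, p = 0.011, regions taken as independent). Weak calls on few cytosines therefore do not account for the whole contrast in *pOsNAR2.1-OsNAR2.1*. It was smaller than in the full list, so they may account for part of it. A few clusters do not account for the contrast, since the 91 regions lay in 66 blocks of 1 Mb with at most 5 in one block. Depth, which was not given per region, stays open, as does a difference between the lines in non-CpG methylation.

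The paper compares the DMRs of CK and of SDWT with those of *pOsNAR2.1-OsNAR2.1*, but not with each other. CK and SDWT had 375 pairs of overlapping DMRs (156 hyper in both, 157 hypo in both), against a mean of 2.46 in random placements, and 83.5% had the same direction. Both lists use the same WYJ7 libraries. Unchanged groups gave 248 shared calls in the simulation with 1000000 regions and 636 with 100000. If variation among the WYJ7 libraries produced shared DMRs, WYJ7 replicates would vary more in them. The median WYJ7 SD was 11.4 points in the regions of CK shared in the same direction and 5.06 in its other regions, a difference of 6.38 points (4.79 to 7.55). Against regions at the same WYJ7 level it was 2.94 points (1.85 to 4.21). WYJ7 also varied more in regions of opposite direction, by 1.74 points at the same level (0.55 to 6.49), which a shared control alone does not produce, so the spread does not single out shared calls from the control. Calls from the control and true shared changes cannot be told apart here, and the direction of the pairs does not decide it either. A shared effect of regeneration stays open and was not tested.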

How the results depend on the processing

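The hyper-DMR share stayed below 50% in CK (24.8% to 34.2%) and above it in *pOsNAR2.1-OsNAR2.1* (60.5% to 78.1%) under all the alternatives run, with intervals on the same side, and in SDWT it lay between 50.5% and 52.6% across the 6 fits that each left out one replicate and between 50.8% and 55.3% under the others. In SDWT, leaving out WYJ7 replicate 2 moved the interval above 50% (52.6%, against 51.8% with all libraries by the same rule, interval 49.5% to 54.0%). Leaving out each of the 12 chromosomes gave 28.0% to 29.0% in CK, 50.8% to 51.8% in SDWT and 77.2% to 78.1% in *pOsNAR2.1-OsNAR2.1*. The difference of the share between *pOsNAR2.1-OsNAR2.1* and SDWT fell to 5.17 points (-11.0 to 21.6) with at least 10 CpGs, where 47 regions of SDWT were left. The *pOsNAR2.1-OsNAR2.1* regions left were 94 in CpG context, with 33.0% hypo-DMRs, and 30 in CpH context, with 60.0%.

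Counts of DMRs in CK, SDWT and *pOsNAR2.1-OsNAR2.1* were 403, 260 and 380 with a difference of at least 40 points, 1954, 883 and 1304 with a q-value of at most 1e-10, and 193, 47 and 124 with at least 10 CpGs, because each of these leaves fewer regions. Replicates could be left out only by keeping the listed regions whose mean levels still differed by 20 points in the listed direction, which cannot add regions. With all libraries, the same rule keeps 3997 regions in CK, 2064 in SDWT and 2584 in *pOsNAR2.1-OsNAR2.1*. Leaving out replicates gave 3594 to 3936 regions in CK, 1949 to 2024 in SDWT and 2491 to 2569 in *pOsNAR2.1-OsNAR2.1*. With at least 10 CpGs, the median difference was 25.8 points in the hyper-DMRs and -23.1 points in the hypo-DMRs of SDWT, and 23.9 and -21.8 points in those of *pOsNAR2.1-OsNAR2.1*.

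With differences of at least 40 points in both lists, 19 pairs of DMRs were shared by CK and *pOsNAR2.1-OsNAR2.1*, 18 by SDWT and *pOsNAR2.1-OsNAR2.1* and 13 by CK and SDWT. Of these pairs, 94.7%, 94.4% and 84.6% had the same direction. With identical start and end there were 276 pairs for SDWT and *pOsNAR2.1-OsNAR2.1* and 207 for CK and SDWT. Each number remained above all 1000 random placements. For identical start and end the placements gave means of only 0.001 and 0.0 pairs, as a moved region almost never takes the coordinates of another. That comparison was bound to come out this way and adds no support.

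The excess of the replicate SD over WYJ7 was 1.52 to 10.4 points in CK across the 6 fits that each left out one replicate, and the lowest was without CK replicate 2. In SDWT it was -0.936 to 0.648 points and in *pOsNAR2.1-OsNAR2.1* -0.556 to 0.625 points, with values of both signs (0.648 without WYJ7 replicate 1 in SDWT, and in *pOsNAR2.1-OsNAR2.1* 0.625 and 0.0236 without WYJ7 replicates 1 and 2 and 0.0849 and 0.141 without its own replicates 1 and 3). Leaving out a WYJ7 library moved the interval off 0 in both lines. In SDWT it was 0.0965 to 1.22 without WYJ7 replicate 1, -1.36 to -0.0967 without replicate 2 and -1.44 to -0.282 without replicate 3, and in *pOsNAR2.1-OsNAR2.1* it was 0.23 to 1.08 without replicate 1 and -1.08 to -0.0227 without replicate 3. With at least 10 CpGs the excess was 4.3 points in CK (2.68 to 7.18), 1.09 points in SDWT (-1.75 to 4.2) and 0.434 points in *pOsNAR2.1-OsNAR2.1* (-2.04 to 1.94). These alternatives were added after the data had been seen.

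Normalized mC changed sign when mapped reads were used. Per 1000000 mapped reads, it was higher than in WYJ7 by 5.67% in CK (exact permutation test, p = 0.4), 5.62% in SDWT (p = 0.1) and 20.3% in *pOsNAR2.1-OsNAR2.1* (p = 0.1). Total mC as listed kept the decrease, with -17.4% in CK and -10.9% in *pOsNAR2.1-OsNAR2.1* (exact permutation test, p = 0.1 each), and was 1.64% higher in SDWT (p = 0.5). The cause was not tested. Per read, total mC was lowest in the library with the most mapped reads in WYJ7, CK and *pOsNAR2.1-OsNAR2.1*, though not in SDWT. The change of sign therefore cannot be told apart from the lower read numbers of CK and *pOsNAR2.1-OsNAR2.1*. Across the 6 fits that each left out one replicate, the change in normalized mC was -13.2% to -8.73% in CK, -4.67% to -1.59% in SDWT and -13.6% to -9.81% in *pOsNAR2.1-OsNAR2.1*. With the replicate number as a block (exact sign-flip test, smallest p 0.25), the changes of -10.4% in CK, -3.05% in SDWT and -12.1% in *pOsNAR2.1-OsNAR2.1* had p = 0.25, 0.5 and 0.25. Same-numbered libraries of WYJ7 and a line did not deviate together, with correlations of their deviations across DMRs from -0.015 to 0.02, so the numbers do not pair them.

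Promoters of another length and the placement of regions among genes were not run, since an annotation of the build was not used here. The same holds for the surroundings of the transgene insertion.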

Differences from the paper's values

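Apart from the unit of normalized mC, no value differed from the paper's by more than 1.5 times. The list for SDWT held 2731 DMRs, whereas the paper gives 2732. The paper's text gives normalized mC of 3.9, 3.5, 3.8 and 3.5 M for WYJ7, CK, SDWT and *pOsNAR2.1-OsNAR2.1*. These are between 9.89 and 10.1 times the means recalculated from Supplementary Table S7. Brought to the scale of the text, the recalculated means are 3.94, 3.53, 3.82 and 3.47, so the series match apart from the unit.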

Other observations

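The tests in this part were chosen after the results were seen, and the patterns are hypotheses. The lists were selected on the real grouping of the libraries, which limits tests on them. In each line, 1 of the 10 splits of the 6 libraries, the real one, gave as many listed regions with mean levels 20 points apart in either direction (3998 in CK, 2064 in SDWT and 2584 in *pOsNAR2.1-OsNAR2.1*, against at most 1845, 597 and 601 in other splits). As 10 splits cannot give a share under 0.1 and the regions were chosen on the real one, this decides nothing.

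In CK, the changed regions of CK-1 and CK-3 coincided, and CK-2 stood apart on each of the 12 chromosomes. Depth of CK-2 does not account for this, as its mapped reads were 2.2% under those of CK-1, while CK-3 had 16.0% more. A WYJ7 library in its place would leave few regions changed in CK-2 alone, but there were 464, against 214 in CK-1 alone and 226 in CK-3 alone. These counts cannot exclude a mixture with WYJ7 DNA, since a diluted CK plant could still carry changes of its own. Large segregating segments would make neighbouring regions behave alike. The correlation of the contrast between neighbours was 0.33 within 1 kb and 0.0013 at 10 to 100 kb (interval -0.038 to 0.038). Fewer reads do not account for the spread either. *pOsNAR2.1-OsNAR2.1* had a lower median number of mapped reads than CK (79464658 against 84978096). Its replicate 3, with 100950580, had more than every CK library. The median SD of the *pOsNAR2.1-OsNAR2.1* libraries differed from that of WYJ7 by -0.0938 points (-0.618 to 0.492), against 9.39 points (8.71 to 9.86) in CK. The paper states that the CK lines came from independent calli, so a common callus of CK-1 and CK-3 goes against its design. A batch of library preparation stays open and was not tested.

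The excess of hypo-DMRs in CK cannot come from fewer mapped reads than WYJ7 alone, since *pOsNAR2.1-OsNAR2.1*, whose libraries also had fewer than WYJ7, had 77.6% hyper-DMRs. The lower normalized mC of CK and *pOsNAR2.1-OsNAR2.1* cannot be told apart from their lower mapped share. It was at most 74.0% in their libraries and at least 81.2% in those of WYJ7 and SDWT.

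One megabase of chromosome 12 was dense in hypo-DMRs in CK and *pOsNAR2.1-OsNAR2.1*. From 20 to 21 Mb it held 58 hypo-DMRs of CK, with 3598 elsewhere, where the median megabase held 9 and the largest number in 1000 random placements was 27. The same megabase held 22 hypo-DMRs of *pOsNAR2.1-OsNAR2.1* and 4 of SDWT, and between 20500000 and 20700000 there were 44 in CK, 18 in *pOsNAR2.1-OsNAR2.1* and 1 in SDWT. Reads from an unmethylated, nearly identical copy elsewhere could lower the levels there. WYJ7 would then show intermediate levels, and 82.8% of the CK regions in this megabase had a WYJ7 mean between 20% and 65%, compared with 25.8% elsewhere. True partial methylation of this region would look the same. A copy equally abundant in all libraries would also lower every line alike, but its abundance was not measured. The WYJ7 levels therefore do not address why CK and *pOsNAR2.1-OsNAR2.1* had more hypo-DMRs there than SDWT, and the cause stays open.

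Among DMRs shared in the same direction, the WYJ7 libraries varied more than in other regions, by 4.98 points (3.68 to 5.97) in the DMRs of CK shared with *pOsNAR2.1-OsNAR2.1* and by 5.44 points (3.69 to 6.36) in those of SDWT shared with *pOsNAR2.1-OsNAR2.1*. At the same WYJ7 level the excess was 1.43 points (0.49 to 2.64) and 2.43 points (1.05 to 3.63). In the regions shared in opposite directions it was 1.81 points (0.615 to 3.6) and 0.779 points (-1.34 to 3.78). A shared control alone moves both lines in the same direction. For CK and *pOsNAR2.1-OsNAR2.1* the excess was found in both kinds of region, so it does not single out calls from the control. For SDWT and *pOsNAR2.1-OsNAR2.1* the interval for opposite directions includes 0 and also 2.43 points, so that pair decides nothing. The spread does not decide how many shared DMRs come from the control, which cannot be told apart from true shared changes.

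One hypothesis was that T0 plants carry losses on one of 2 alleles, so that intermediate levels would be more frequent in the hypo-DMRs of CK than in *pOsNAR2.1-OsNAR2.1* of T4. This was tested in 2 ways. Among changed levels in regions where every WYJ7 library was at 80% or more, 62.0% in CK and 64.6% in *pOsNAR2.1-OsNAR2.1* lay between 35% and 65%, a difference of -2.6 points (-7.85 to 3.13), which decides nothing. Among all levels in regions with a WYJ7 mean of 80% or more, the difference was -5.44 points (-9.65 to -0.745), against the prediction.

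In the authors' annotation, 55.6% of the DMRs of CK, 56.9% of those of SDWT and 58.9% of those of *pOsNAR2.1-OsNAR2.1* were assigned to a gene or its upstream region, with 2709, 1499 and 1995 distinct genes. Of these, 102 had a DMR in all 3 lists.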
